A study of Synechococcus elongatus PCC 7942 = FACHB-805 with 37 samples. Its data were reported in "Natural changes in light interact with circadian regulation at promoters to control gene expression in cyanobacteria" (2017).

How the data were processed

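Chromatin immunoprecipitation with sequencing (ChIP-seq) was used by the study to measure where the RNA polymerase (RNAP) and the DNA-binding response regulators RpaA and RpaB sat on the chromosome of the cyanobacterium Synechococcus elongatus. RpaA carries the output of the circadian clock, and RpaB takes part in the response to light. Per the labels, the strain of all libraries carried a FLAG tag on the β′ subunit of RNAP, while the study's methods name the tagged strain for the RNAP experiments. The labels describe 36 ChIP libraries and 1 Mock library. Each of the 3 factors had 12 libraries, made of 6 groups with 2 replicates each. Per the labels, the time course was repeated for biological replicates, and the replicate number marks the repeat.

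Per the labels, reads were aligned with Bowtie 0.12.9. The genome build was not given in the sources used here, so peak positions are printed as the authors deposited them. The authors deposited 6 tables, 1 per factor and replicate. By the study's methods, smoothed signal was compared with the Mock by a custom version of PeakSeq, and only peaks present in both replicates, with a maximum that exceeded the Mock by a factor of 3.5 or more, were kept. The deposited tables give the enrichment as a ratio, the ChIP signal at the peak maximum divided by the Mock signal at that position, with 1 column per library. A second set of columns holds the authors' log2 change in enrichment from 0 min of the same pulse and replicate. The tables also hold a Q-value for each peak in each replicate, a p-value adjusted by the authors, whose largest value was 6.97e-31, and it was not used further here. In all, 72 columns of values per sample were used. Each deposited log2 change was checked against the log2 ratio of the enrichment columns, and the largest difference was 1.25e-14. The tables hold no read counts, so the depth of each library was not analysed here. The Mock library entered only through the deposited ratios. Within a factor, 24 RNAP peaks, 6 RpaA peaks and 9 RpaB peaks overlapped another peak of that factor, and each was kept.

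Target genes of peaks, and the class of a gene as dusk or dawn, were taken from the study's lists of target genes. Dusk genes are those whose expression peaks at subjective dusk under constant light, and dawn genes those that peak at subjective dawn. A peak belonged to a class if any of its target genes did. The Early, Middle and Late dusk clusters were chosen by the study on RNA sequencing under these light conditions, so their counts are not independent evidence. As used here, the lists held 117 dusk and 63 dawn genes among the targets, and 35 Early dusk, 80 Middle dusk and 72 Late dusk genes. The peaks had 568 target genes, of which 166 carried a name in the study's tables. A further 10 names (kaiA, kaiB, ccmK2, rbcL, rpaB, rpoD2, hliA, psaA, nblA and groES) come from the fixed list of genes described below. The annotation of assembly ASM3054490v1 matched 0 of the gene IDs and was not used for names. Other genes are given by ID.

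Changes were computed here on log2 of the deposited enrichment with a pseudocount of 0, without further scaling between libraries and without a filter. For each factor, limma 3.58.1 in R 4.3.3 fitted the 12 libraries in 1 model with the 6 groups and the replicate number as a block, with eBayes moderation. Benjamini-Hochberg adjustment ran over the peaks of a factor within a comparison, and peaks with an adjusted p under 0.05 were counted as changed. There were 6 comparisons per factor. They were 15 min and 60 min against 0 min in each pulse, Clear Day against Low Light at 0 min, and the High Light change minus the Shade change at 60 min, called the pulse difference below. All p-values are two-sided. Values are given as mean ± SD over replicates, with n = 2.

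The pairing by replicate number comes from the labels. Libraries with the same number were compared by the correlation, across peaks, of their deviations from group means. Over the 15 pairs of groups the median correlation was 0.49 for RNAP (0.23 to 0.66), 0.53 for RpaA (0.34 to 0.71) and 0.70 for RpaB (0.64 to 0.77). Values of each replicate were read at its own peak maximum. The maxima of the 2 replicates lay a median of 25 bp (RNAP), 13 bp (RpaA) and 15 bp (RpaB) apart. Libraries of a number share this position and its Mock signal, which can by itself give positive correlations. These values therefore cannot show that cultures were paired.

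Gene lists were compared with the other peaks of a factor by camera, with a preset correlation of 0.01 and, as an alternative, an estimated one. The other peaks are all those outside the list, so those set against dawn targets include dusk targets, and the reverse. The fry test gave the direction of a list by itself. Both were adjusted over the 5 lists of a factor and comparison, and a list needed at least 3 peaks. The RNAP calls for dusk targets held with an estimated correlation in all 6 comparisons, and those for RpaA and RpaB did not. Functional groups were formed from gene names and descriptions: ribosomal proteins, photosystem II, photosystem I, phycobilisome, ATP synthase, cytochrome b6f, the NDH complex, carbon fixation, glycogen breakdown and respiration, sigma factors, clock and regulators, chaperones and proteases, and nitrogen. For these only counts of changed members are given, without a set test. Transfer and ribosomal RNA genes were not analysed here.

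Correlations of changes were computed with scipy 1.17.1 and numpy 2.4.6 in Python 3.11.15, as Pearson's r and Spearman's rho with 100000 permutations. They run across peaks or genes, which are not independent replicates. The 3 correlations between pulses and the 6 between factors were adjusted as separate families. Where a gene had several peaks of a factor, their changes were averaged. Changes at 15 and 60 min share a 0 min library and were not correlated with each other. Peaks of 2 factors were counted as shared with an overlap of at least 1 bp. Figures were drawn with matplotlib 3.10.9.

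The named genes follow a rule. It takes 31 genes fixed in advance, wherever a peak targets them. It adds the 5 largest rises and 5 largest falls per factor and pulse at 60 min, and the 3 largest in each direction for the other comparisons, among peaks with a target gene, an adjusted p under 0.05 and the same direction in both replicates. Where no peak passed in a direction, the 2 largest mean changes are given as values only. The fixed genes include rpoD6, rpoD5, sigF2, kaiB, digC, Synpcc7942_2267 and Synpcc7942_1567, which the study itself showed as examples. Their changes repeat its picks and are not independent evidence. Apart from the tests, comparisons and alternative stated in the text as chosen after results were seen, the tests, comparisons, gene lists, named genes and alternatives were chosen before the data were examined.

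The alternatives were a fit with no replicate block, centring of each library on its median log2 enrichment over the peaks of its factor, a pseudocount of 1, a filter on peaks with a mean enrichment of at least 3.5, a change of at least 1.5-fold in the same direction in both replicates, and leaving out each library in turn. For lists, correlations and overlaps they were an estimated correlation, Spearman's rho, all shared target genes, an overlap of at least 0.5 of the shorter peak, and peak maxima within 200 bp, and later 1 gene per distinct pair of peaks. The fit was tested on simulated data for RNAP, RpaA and RpaB, with 20 simulations each. They used each peak's mean over the 12 libraries, the spread from the fit, and added changes of random sign at 60 min of High Light. Noise was independent between peaks, and no shift common to a library was simulated. The shares below therefore do not describe errors from shared shifts or correlated peaks in the real data. Among 451 RNAP peaks, 17.0% of simulated changes of 0.5, 78.1% of changes of 1 and 98.5% of changes of 2 on the log2 scale were found, and 4.98% of calls were false. Among 114 RpaA peaks these shares were 17.5%, 75.5% and 100%, with 4.22% false calls. Among 218 RpaB peaks they were 16.5%, 83.7% and 98.6%, with 3.76% false calls.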

Results

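ChIP-seq measured the occupancy of RNAP, RpaA and RpaB in Synechococcus elongatus before and during a sudden change of light. Cultures grew for 3 cycles of 12 h of light and 12 h of darkness, either in Low Light at a constant 50 µmol photons per square metre and second, or in a Clear Day regime that rose and fell over the light period with a maximum of 600. At 8 h after dawn the Low Light culture received 10-fold more light for 1 h, the High Light pulse, and the Clear Day culture received 10-fold less, the Shade pulse. Cells were taken at 0, 15 and 60 min of each pulse, with 2 biological replicates for each of the 18 groups of factor, pulse and time. The value of a peak is its enrichment, the ratio of ChIP signal to Mock signal at the peak maximum, for 451 RNAP, 114 RpaA and 218 RpaB peaks. No counts were analysed here, so the depth of single libraries is not given. The median enrichment over peaks lay between 3.57 and 4.34 in the RNAP libraries, between 3.47 and 6.54 in the RpaA libraries and between 3.46 and 5.73 in the RpaB libraries.

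The first comparison asked how RNAP occupancy follows the light pulses. In the High Light pulse RNAP was gained upstream of hliC, whose enrichment rose from 0.659 ± 0.264 to 9.43 ± 1.26 (SD, n = 2) at 15 min, a log2 change of 3.89, and stood at 1.75 ± 0.561 at 60 min. Over the same pulse RNAP was lost at psaA, from 7.32 ± 0.552 to 0.402 ± 0.161 at 15 min and 1.90 ± 0.219 at 60 min. Peaks upstream of the sigma factor genes sigF2, rpoD5, rpoD6 and rpoD2 fell in High Light and rose in Shade. At sigF2, peak enrichment fell by 3.08 on the log2 scale at 60 min of High Light (adjusted p = 0.000248) and rose by 2.63 at 60 min of Shade (adjusted p = 0.000465). At rpoD5 the corresponding changes were -2.56 and 2.77. The chaperone genes groEL and groES went the other way, with 1.66 and 0.96 at 60 min of High Light and -2.20 and -1.78 at 60 min of Shade.

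The 5 largest RNAP falls at 60 min of High Light were at Synpcc7942_0768 (-3.40), rpaC (-3.11), sigF2, hoxW (-3.03) and lrtA (-2.83), and each of these peaks has a dusk target gene. The 5 largest rises in Shade at 60 min, at hoxW (3.44), Synpcc7942_0069 (3.16), Synpcc7942_0768 (2.94), rpoD5 and oxdC (2.73), were also at dusk targets. The largest rises in High Light were at Synpcc7942_2220 (2.07), Synpcc7942_2468 (1.84), Synpcc7942_2217 (1.83), groEL and hliC (1.43). The gene hliC is itself a dusk gene, so its rise goes against the falls at the dusk targets named above. Its change at 60 min of Shade was 0.08. In Shade the largest falls were at Synpcc7942_2225 (-4.46, with -1.87 and -7.06 in the replicates), Synpcc7942_2217 (-2.27), groEL, Synpcc7942_2224 (-2.19) and atp1 (-1.97). No RNAP peak exceeded 14.1 in Shade 0 min replicate 2, so the change of -7.06 ended with a ChIP signal below the Mock. In Shade 60 min replicate 2, 22 of 451 RNAP peaks had an enrichment below 1, and the lowest was 0.0044. Log2 changes that end so near 0 are uncertain in size. Synpcc7942_0551 fell by 4.16 at 15 min of High Light and Synpcc7942_0768 by 4.30. At 15 min of Shade the largest rises were at lrtA (2.31), Synpcc7942_0768 and ctaC (both 2.29), and the largest falls at Synpcc7942_2220 (-2.35), Synpcc7942_2468 (-1.91) and Synpcc7942_2026 (-1.76). The glycolytic gene gap1 changed by -1.68 and 1.55 in the 2 pulses at 60 min, ctaC of a respiratory oxidase by -1.26 and 1.39, and glgC of glycogen synthesis by 0.84 and -1.31. Some of these values leaned on 1 library. Without Shade 60 min replicate 2, the Shade changes were -1.57 at Synpcc7942_2225, -1.22 at groEL and -1.44 at Synpcc7942_2224, and without replicate 1 that at Synpcc7942_2225 was -7.36. Without Shade 15 min replicate 2, Synpcc7942_2220 had -1.22 and Synpcc7942_2468 -1.08. The Shade change at gap1 was 0.93 without Shade 0 min replicate 1, and the High Light change at Synpcc7942_2468 was 1.15 without 60 min replicate 2. Of these values, only -7.36 passed the threshold.

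Of the 451 RNAP peaks, 177 changed at 15 min of High Light (48 rose and 129 fell) and 157 at 60 min (45 rose and 112 fell). In Shade 101 changed at 15 min (61 rose and 40 fell) and 215 at 60 min (92 rose and 123 fell). All of these moved the same way in both replicates, and 135 of the 157 and 178 of the 215 changed by at least 1.5-fold in each replicate. The median change over RNAP peaks was -0.19 at 15 min of High Light, -0.05 at 60 min, -0.16 at 15 min of Shade and -0.20 at 60 min. Relative to that shift, with each library centred on its median, the 15 min High Light split was 73 up and 96 down.

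RNAP occupancy at dusk targets, set against other peaks, asked whether the pulses act on the clock's dusk genes. Of 79 RNAP peaks with a dusk target gene, 37 fell and 3 rose at 60 min of High Light, and 31 rose and 4 fell at 60 min of Shade. Adjusted over the list alone, 40 fell and 3 rose in High Light and 30 rose and 4 fell in Shade. Their mean log2 change was -0.87 in High Light against -0.08 at other peaks (camera adjusted p = 4.13e-06, and adjusted p = 0.00733 with an estimated correlation). In Shade the mean was 0.63 against -0.21 (camera adjusted p = 1.14e-06, and adjusted p = 0.00546 with an estimated correlation). The dusk calls were there at 15 min, with 41 falls and 4 rises in High Light and 21 rises and 1 fall in Shade (41 and 5, and 25 and 1, adjusted over the list alone). With centred libraries the 60 min dusk counts were 37 falls and 3 rises in High Light and 33 rises and 2 falls in Shade. The Middle dusk cluster moved most, with 15 of 19 peaks lower in High Light (mean -1.51) and 12 higher and 1 lower in Shade (mean 1.26) at 60 min. Late dusk peaks (21) gave 11 falls and 2 rises in High Light and 12 rises and 1 fall in Shade, and Early dusk peaks (11) gave 4 falls and 4 rises, respectively. The study chose these clusters on expression under the same light conditions, so their counts are not independent evidence. Adjusted over the list alone, the counts were 16 falls and 13 rises with 1 fall for Middle, 11 falls with 2 rises and 12 rises with 1 fall for Late, and 5 falls and 4 rises for Early dusk peaks.

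Relative to other RNAP peaks, dawn targets leaned the other way at 60 min, though in High Light as many rose as fell. The other peaks here include dusk targets, whose list means were -0.87 in High Light and 0.63 in Shade. Part of the lean can therefore restate the dusk result, and a comparison without dusk peaks was not made. At 60 min of High Light 6 of 47 RNAP peaks with a dawn target rose and 6 fell (4 and 5, adjusted over the list alone), with a mean of 0.18 against -0.26 at other peaks (camera adjusted p = 0.00385, and adjusted p = 0.050 with an estimated correlation, which lay just above the threshold). In Shade 3 rose and 19 fell (3 and 19, adjusted over the list alone), with a mean of -0.47 against -0.01 (camera adjusted p = 0.0113, and adjusted p = 0.0594 with an estimated correlation). After centring 11 rose and 5 fell in High Light, and 3 rose and 17 fell in Shade. The fry test of the list by itself gave adjusted p = 0.0501 in High Light and 0.000288 in Shade. At 15 min of High Light 5 rose and 7 fell (9 and 6 after centring), with a mean of -0.13 against -0.35 (camera adjusted p = 0.140). At 15 min of Shade 4 rose and 7 fell, with a mean of -0.30 against 0.04 (camera adjusted p = 0.0177, and adjusted p = 0.0787 with an estimated correlation).

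Among functional groups, 4 of 5 RNAP peaks at sigma factor genes fell at 60 min of High Light and 4 rose in Shade, as deposited and after centring. Both NDH complex peaks fell in High Light and rose in Shade at 60 min under either scaling, while 5 of 6 carbon fixation peaks, rbcL (-0.81) and ccmK2 (-1.01, or -0.67 and not passing without Shade 60 min replicate 2) among them, fell in Shade under either scaling. At 60 min of High Light 2 carbon fixation peaks rose and 1 fell, also under either scaling. All 4 phycobilisome peaks fell at 15 min of High Light, with cpcB1 at -2.03 and apcA at -1.84, and 3 at 60 min; at 60 min of Shade 2 fell as deposited, and after centring 2 fell and 1 rose. Both photosystem I peaks fell in High Light under either scaling, whereas 3 of 4 photosystem II peaks fell in Shade as deposited and 1 after centring. Of 7 chaperone and protease peaks, 3 rose at 15 min of High Light and 4 fell at 60 min of Shade under either scaling. The 3 peaks of the glycogen breakdown and respiration group were at gap1, ctaC and ndbA, and glgP and glgX were not among them. At 60 min, those at gap1 and ctaC fell in High Light and rose in Shade. Of 7 peaks in the ribosomal protein group, only that at lrtA, a dusk target, fell in High Light. In Shade the lrtA peak rose and 3 others fell. The counts of both groups were the same after centring. Of 2 ATP synthase peaks, 1 rose in High Light and 1 fell in Shade, and of 2 peaks at nitrogen genes 1 rose and 1 fell in High Light, and in Shade 1 rose and 1 fell as deposited, with the fall lost after centring. Of 4 peaks at clock and regulator genes, 1 fell in High Light, and in Shade 1 rose and 3 fell, rpaB (-0.89) and kaiA (-0.71) among them, with 2 falls left after centring. The single cytochrome b6f peak had changes of -0.06 and 0.19 that did not pass limma's threshold. Both NDH complex peaks and those at gap1, ctaC, rpoD5, rpoD6 and sigF2 have dusk target genes. Their counts in these groups therefore repeat part of the dusk result.

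Setting the pulses against each other asked whether RNAP loss in High Light and gain in Shade fell on the same peaks. Across the 451 RNAP peaks the 60 min changes in the pulses had a Pearson r of -0.80 and a Spearman rho of -0.79. The corresponding values were -0.52 and -0.45 across 114 RpaA peaks and -0.53 and -0.38 across 218 RpaB peaks. Without replicate 1, r was -0.70 for RNAP, -0.32 for RpaA and -0.37 for RpaB, and without replicate 2 it was -0.80, -0.66 and -0.52. Each of the 3 permutation p-values for r was 1e-05, the smallest 100000 permutations can give, and remained 1e-05 after Benjamini-Hochberg adjustment over the 3. The pulses share no ChIP library, and the values run across peaks, which are not independent replicates.

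**Figure D1:**
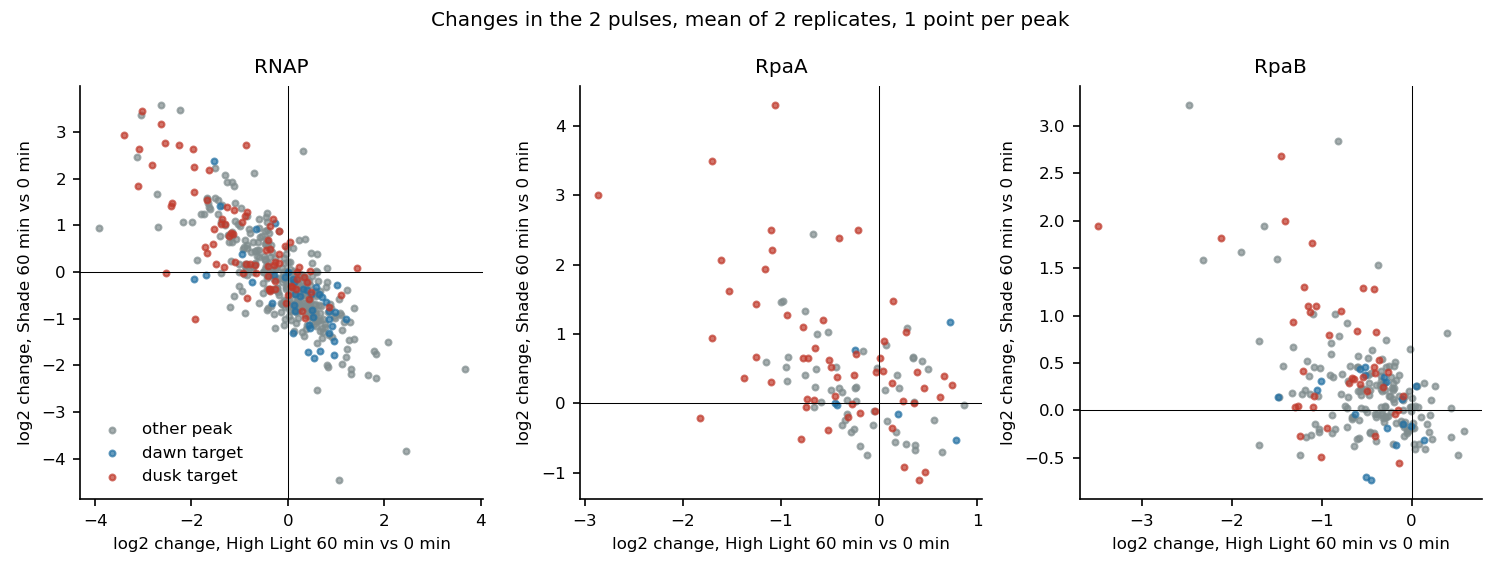
Log2 change at 60 min of Shade against that at 60 min of High Light, 1 point per peak, for each factor. Colours mark dusk targets, dawn targets and other peaks. The points run from upper left to lower right, with r of -0.80 for RNAP, -0.52 for RpaA and -0.53 for RpaB.

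The next comparison asked how the clock output regulator RpaA changes its binding in the pulses. RpaA left its site upstream of the sigma factor gene rpoD5 in High Light, where enrichment went from 18.1 ± 4.80 to 2.46 ± 0.392 (SD, n = 2) in 60 min, and built up there in Shade, from 3.91 ± 1.02 to 31.1 ± 5.54. Those log2 changes were -2.86 and 3.01, with limma adjusted p of 3.09e-06 and 1.85e-06. The diguanylate cyclase gene digC had -1.70 and 3.49, sigF2 -1.53 and 1.62, and rpoD6 -1.26 and 1.43. At gap1 the changes were -1.10 and 2.50, of which the fall in High Light did not pass after centring. Upstream of the clock gene kaiB, RpaA enrichment fell in Shade from 14.5 ± 3.40 to 6.70 ± 1.5, a log2 change of -1.11 (adjusted p = 0.00130), after -0.68 at 15 min. Over the alternatives the adjusted p of the 60 min fall ran from 0.00013 with centring to 0.0771 with no replicate block. In High Light the kaiB value was 0.41 higher at 60 min (adjusted p = 0.136), or 0.66 and past the threshold after centring, and the pulse difference was 1.52 (adjusted p = 0.00147).

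Other large RpaA falls at 60 min of High Light were at Synpcc7942_0797 (-1.83), Synpcc7942_2185 (-1.70) and Synpcc7942_1572 (-1.61). The rises there were at Synpcc7942_1832 (0.79) and Synpcc7942_2059 (0.75). In Shade, Synpcc7942_1327 rose by 4.30 (3.12 and 5.49 in the replicates) and oxdC by 2.50 (1.33 and 3.68), while Synpcc7942_1358 (-0.99) and the peak of prxQ and cikA (-0.92) fell. At 15 min of High Light the largest falls were at rpoD5 (-2.65), Synpcc7942_0797 (-2.39) and digD (-2.28), and at 15 min of Shade the largest rises were at rpoD5 (2.37), digC (2.02) and Synpcc7942_1567 (1.96), with Synpcc7942_0905 (-0.94) and kaiB lower. The rise at oxdC was 1.14 without Shade 0 min replicate 2 and 3.86 without replicate 1, and passed either way. In High Light, Synpcc7942_2185 had -1.02 without 0 min replicate 2 and -1.12 without 60 min replicate 2, and Synpcc7942_2059 had 0.49 without the latter, none of which passed.

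Of 114 RpaA peaks, 35 changed at 15 min of High Light (1 rose and 34 fell), 30 at 60 min (3 and 27), 17 at 15 min of Shade (15 and 2) and 33 at 60 min (29 and 4). The median over all RpaA peaks moved by -0.41 and -0.28 at 15 and 60 min of High Light and by 0.28 and 0.32 in Shade. Relative to those medians the splits were 9 up and 16 down, 13 and 14, 14 and 11, and 20 and 25. Of 55 RpaA peaks with a dusk target, 18 fell and 1 rose at 60 min of High Light, and 19 rose and 3 fell in Shade (18 and 2, and 21 and 3, adjusted over the list alone). After centring these were 9 falls and 7 rises in High Light and 14 rises and 8 falls in Shade. As deposited, the list was not set apart from other RpaA peaks at 60 min (camera adjusted p = 0.170 and 0.10). At 15 min of High Light 20 dusk targets fell (21, adjusted over the list alone), and after centring 12 fell and 5 rose. No RpaA list passed in that comparison (camera adjusted p = 0.337 for dusk targets). At 15 min of Shade, 13 dusk targets rose and 2 fell (15 and 2, adjusted over the list alone, and 13 and 5 after centring), with a mean of 0.56 against 0.09 at other RpaA peaks (camera adjusted p = 0.0138, and adjusted p = 0.401 with an estimated correlation). The Early, Middle and Late dusk peaks passed there too with the preset correlation (camera adjusted p = 0.0241, 0.0241 and 0.0173), and none did with an estimated one. The 7 RpaA peaks with a dawn target had 1 rise in each pulse, also adjusted over the list alone, and after centring 2 rose in High Light but 1 fell in Shade. For 9 Late dusk peaks, 6 rose in Shade (6, adjusted over the list alone; camera adjusted p = 0.0195, and adjusted p = 0.744 with an estimated correlation), a cluster the study chose under these light conditions. All 4 RpaA peaks at sigma factor genes rose at 60 min of Shade as deposited and 3 did after centring, and 3 fell in High Light under either scaling. Of 3 RpaA peaks at clock and regulator genes, 2 fell in Shade as deposited and 3 after centring.

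For RpaB the question was how the binding of the light-responsive regulator changed. RpaB left the peak between Synpcc7942_1986 and rpaC in High Light, from 11.7 ± 1.79 to 0.776 ± 0.423 (SD, n = 2) at 15 min and 1.05 ± 0.196 at 60 min, with a log2 change of -3.49 at 60 min (adjusted p = 0.000138). In the Clear Day culture it was gained there during Shade, from 3.75 ± 2.41 to 12.9 ± 2.26. At chlB the 60 min changes were -1.45 and 2.68, of which the fall in High Light did not pass after centring, and at rpoD6 they were -1.15 and 1.10. The peak at sigF2 had -1.13 and 1.03, and neither passed after centring; the Shade value was 0.63 without 60 min replicate 2 and did not pass. In High Light, rpoD3 (-1.10, or -0.64 and not passing without 60 min replicate 2), psaA (-1.05) and psbAI (-0.70) were also lower, and none of these passed once the shift of the median was removed.

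The 5 largest RpaB falls at 60 min of High Light included Synpcc7942_1396 (-2.12, not passing after centring), Synpcc7942_1254 (-1.48) and Synpcc7942_2343 (-1.47). No RpaB peak rose past limma's threshold in that pulse, in which 100 of 218 peaks had an unadjusted p under 0.05; the 2 largest mean rises were 0.58 at Synpcc7942_2331 and 0.44 at Synpcc7942_1117. In Shade the rises were led by chlB, Synpcc7942_0768 (1.99), rpaC (1.94), gidB (1.76) and Synpcc7942_1042 (1.31), and the falls were at Synpcc7942_2156 (-0.74) and Synpcc7942_0797 (-0.55). At 15 min of High Light rpaC (-4.02), Synpcc7942_0215 (-2.77) and Synpcc7942_2343 (-2.62) fell most, and at 15 min of Shade rpaC (1.74), gidB (1.52) and Synpcc7942_1741 (1.5) rose most. Leaving out 1 library moved some of these. Synpcc7942_0215 had -1.66 without High Light 15 min replicate 2, which passed. In Shade, Synpcc7942_1042 had 0.86 without 0 min replicate 2 and Synpcc7942_2156 had -0.42 without 60 min replicate 2, and neither passed.

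Of 218 RpaB peaks, 88 fell at 15 min of High Light and 72 at 60 min. In Shade 18 rose at 15 min, and at 60 min 22 rose and 2 fell. The median RpaB change was -0.51 at 15 min and -0.43 at 60 min of High Light, and 0.21 and 0.16 in Shade. Relative to it the splits were 22 up and 30 down, 10 and 15, 13 and 11, and 16 and 7. Of 40 RpaB peaks with a dusk target, 21 fell at 60 min of High Light (23, adjusted over the list alone), and 3 fell after centring. Their mean was -0.86 against -0.47 at other peaks (camera adjusted p = 0.010, and adjusted p = 0.397 with an estimated correlation). In Shade 14 rose and 1 fell (15 and 1, adjusted over the list alone), and 9 and 2 did after centring. The mean was 0.62 against 0.18 (camera adjusted p = 0.00313, and adjusted p = 0.234 with an estimated correlation). At 15 min 24 of these dusk peaks fell in High Light and 8 rose in Shade (28 and 11, adjusted over the list alone). After centring 7 fell in High Light, and 6 rose and 1 fell in Shade. The list did not pass in either pulse at 15 min (camera adjusted p = 0.0721 and 0.0518). Of 19 RpaB peaks with a dawn target, 6 fell in High Light, and 1 rose and 1 fell in Shade, with the same counts adjusted over the list alone; after centring 1 rose and 1 fell in High Light and 2 fell in Shade. All 3 RpaB peaks at photosystem I genes fell at 60 min of High Light as deposited and none passed after centring, and of 4 peaks at sigma factor genes 3 fell as deposited and 1 after centring.

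**Figure D2:**
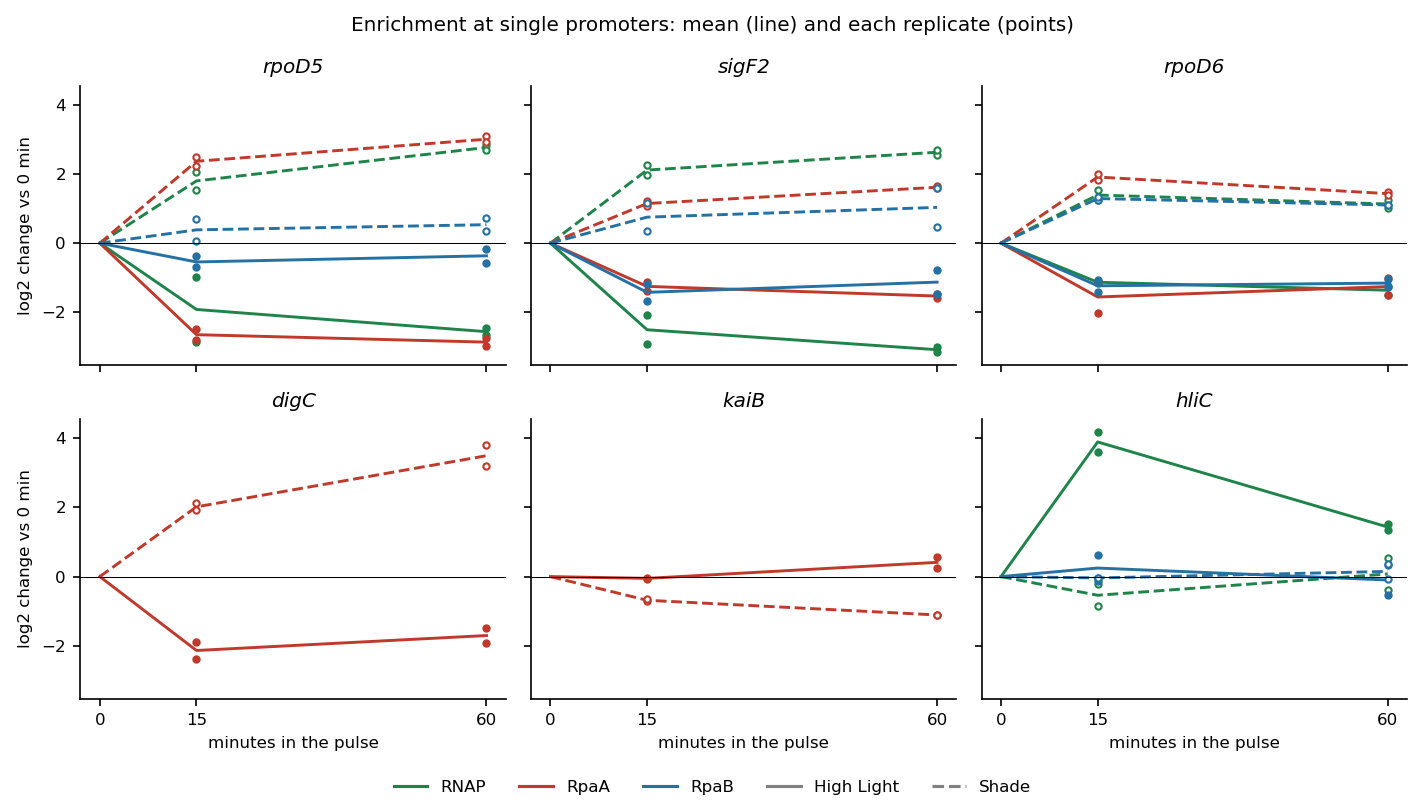
Log2 change in enrichment from 0 min against minutes in the pulse, upstream of rpoD5, sigF2, rpoD6, digC, kaiB and hliC. Points mark each replicate and lines run through the means, for the High Light and the Shade pulse. At 60 min RpaA at rpoD5 had changed by -2.86 in High Light and 3.01 in Shade, and RpaA at kaiB by -1.11 in Shade.

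Clear Day against Low Light cells at 0 min asked whether occupancy already differed before the pulses, at the same time of day. RpaA enrichment was lower in Clear Day upstream of rpoD5 (3.91 ± 1.02 against 18.1 ± 4.80, SD, n = 2) and pilT (7.64 ± 1.87 against 35.1 ± 3.05), with log2 differences of -2.21 and -2.22, and at Synpcc7942_1327 (-2.91, with -1.63 and -4.19 in the replicates and -1.68 without Clear Day replicate 2). RNAP was lower at Synpcc7942_0768 (-1.99), hoxW (-1.97) and pilT (-1.87), and higher at nagB (1.17), sqdB (0.92) and Synpcc7942_1944 (0.62). RpaB was lower at rpaC (-1.80), Synpcc7942_1659 and Synpcc7942_1042 (both -1.35; at Synpcc7942_1659 -0.74 and not passing without Clear Day replicate 2). RNAP was also lower at 4 of 5 sigma factor peaks as deposited, and at 3 after centring. In all, 5 RNAP peaks were higher and 25 lower, 21 RpaA peaks were lower and 14 RpaB peaks were lower. The RpaA median differed by -0.21 and the RpaB median by -0.32, and relative to it the RpaB split was 12 higher and 6 lower. Among RNAP peaks with a dusk target 1 was higher and 11 lower (1 and 11, adjusted over the list alone), with a mean of -0.40 against 0.03 at other peaks (camera adjusted p = 0.000128, and adjusted p = 0.0141 with an estimated correlation). The 9 Late dusk RpaA peaks had 6 lower (7, adjusted over the list alone; camera adjusted p = 0.0148, and adjusted p = 0.878 with an estimated correlation). Of the RpaB peaks with a dusk target 4 were lower (12, adjusted over the list alone, and 2 after centring), with a mean of -0.56 against -0.30 (camera adjusted p = 0.0359, and adjusted p = 0.701 with an estimated correlation). The RpaB count of 14 became 0 in limma when either Low Light library, or Clear Day replicate 2, was left out, with 60, 25 and 22 peaks at an unadjusted p under 0.05.

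The last comparison asked which sites the factors share and whether they change together there. Of 114 RpaA peaks, 73 (64.0%) overlapped an RNAP peak and 41 (36%) an RpaB peak, and 99 of 218 RpaB peaks (45.4%) overlapped an RNAP peak. RpaA and RNAP shared 61 target genes, of which 33 were dusk genes, and RpaB and RNAP shared 72, of which 27 were dusk genes. All 3 factors shared 23 target genes, and 14 of these were dusk genes. Across the 33 dusk genes shared by RpaA and RNAP, the 60 min changes of the factors had r of 0.77 in High Light (rho 0.79, adjusted permutation p = 6e-05) and 0.66 in Shade (rho 0.68, adjusted permutation p = 0.00015). Across the 27 shared by RpaB and RNAP, r was 0.57 (rho 0.52, permutation p = 0.00203, adjusted p = 0.00406) and 0.49 (rho 0.48, permutation p = 0.00868, adjusted p = 0.0130). With 1 replicate left out at a time, r ran from 0.70 to 0.75 and from 0.57 to 0.73 for RpaA and RNAP, and from 0.47 to 0.65 and from 0.42 to 0.43 for RpaB and RNAP, and all of these passed. The rho of RpaB and RNAP in Shade was 0.38 without replicate 1 and no longer passed (adjusted permutation p = 0.0798). RpaA and RpaB changes were not detectably related across their 17 shared dusk genes, with r of 0.15 in High Light (permutation p = 0.569) and -0.10 in Shade (permutation p = 0.693), where rho had the opposite sign in both. Across all 33 target genes they share, r was 0.35 (adjusted permutation p = 0.0549) and 0.14 (adjusted permutation p = 0.427), and rho was 0.29 and 0.38, of which the Shade value passed (adjusted permutation p = 0.0337). These 6 correlations run across genes, which are not independent replicates, and some genes share the same peaks. With 1 gene per distinct pair of peaks, chosen after the values were seen, r was 0.76 and 0.66 across 31 genes for RpaA and RNAP (adjusted permutation p = 6e-05 for both) and 0.55 and 0.54 across 25 for RpaB and RNAP (adjusted permutation p = 0.00840 for both).

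**Figure D3:**
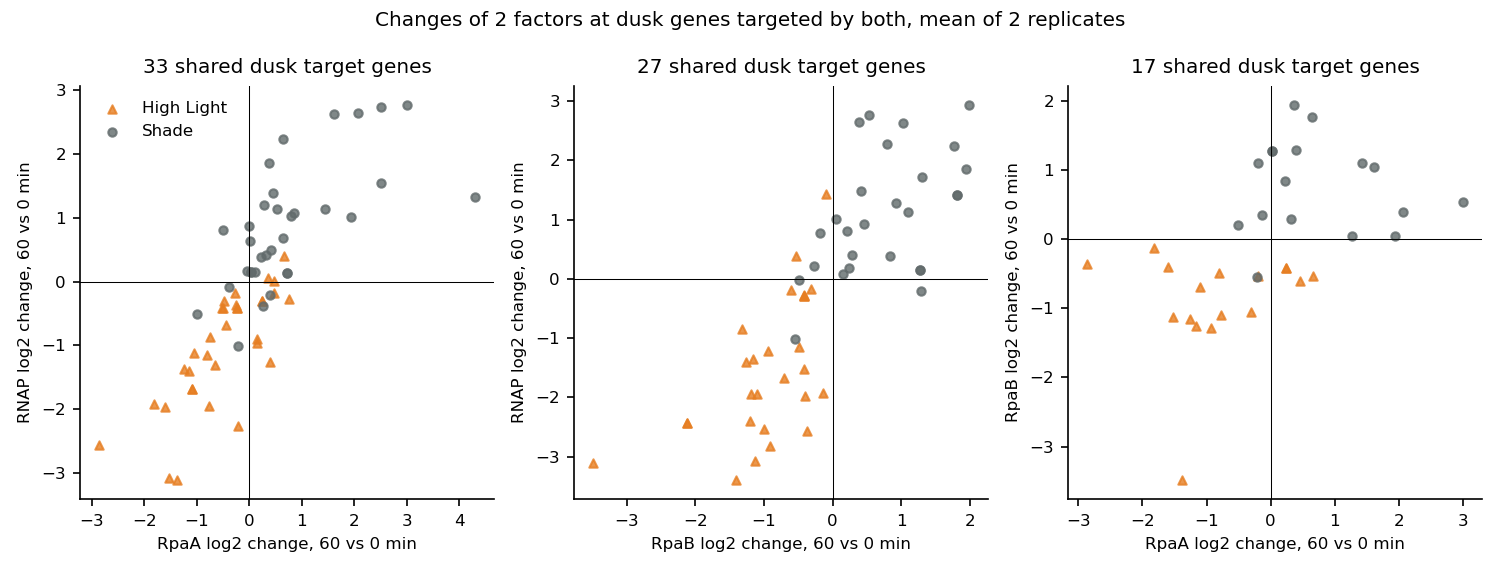
Log2 change of RNAP at 60 min against that of RpaA or RpaB, and of RpaB against that of RpaA. Each point is 1 shared dusk target gene, in the High Light or the Shade pulse. The r values with RNAP are 0.77 and 0.66 for RpaA and 0.57 and 0.49 for RpaB. Those of RpaA with RpaB are 0.15 and -0.10 across 17 genes.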

Values the study reported

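The study reported 114 RpaA, 218 RpaB and 451 RNAP peaks. It counted 82 dusk genes among the targets of RNAP, 56 among those of RpaA and 42 among those of RpaB. Of the dusk genes bound by RNAP, 33 were also RpaA targets and 27 were also RpaB targets. It gave the mean number of aligned ChIP reads for each replicate, which was higher in replicate 2. It described RpaA at kaiB as little affected by the light pulses.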

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

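The tests of a scale factor for RpaB, of the RpaB median and of a few peaks behind the RNAP dusk mean, and the use of Shade 60 min enrichment in the RpaB test on peak height, were chosen only after the results were seen; the RpaB test on peak height in Clear Day and the test on matched RNAP peaks were chosen before. The results listed here were singled out because the change at 60 min differed between the High Light and the Shade pulse, as tested by limma on the pulse difference, the High Light change minus the Shade change in log2 units. Positive values mean that the change was higher in High Light. Some named peaks were picked for large 60 min changes in these same libraries, so their passing here is not independent evidence.

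The pulse difference passed the threshold at 266 of 451 RNAP peaks (132 positive and 134 negative), 45 of 114 RpaA peaks (8 and 37) and 70 of 218 RpaB peaks (2 and 68). With each library centred on its median, RpaA had 23 positive and 25 negative and RpaB 32 positive and 25 negative. Against other peaks of the factor, the mean pulse difference was -1.63 at RNAP dusk targets, 0.90 at RNAP dawn targets and -0.83 at RpaB dusk targets. With an estimated correlation the first of these passed (camera adjusted p = 0.00479), the second did not (adjusted p = 0.0520), nor did the third (adjusted p = 0.238).

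Only named peaks that passed this test are listed. Among the 26 such RNAP peaks, the pulse difference was negative at hoxW (-6.48), Synpcc7942_0768 (-6.34), Synpcc7942_0069 (-5.79), sigF2 (-5.71), rpoD5 (-5.33), lrtA (-5.11), oxdC (-4.98), rpaC (-4.96), gap1 (-3.23), rpoD2 (-2.81), ctaC (-2.65), rpoD6 (-2.49), psaA (-1.80) and Synpcc7942_2267 (-1.05). It was positive at Synpcc7942_2225 (5.52), Synpcc7942_2217 (4.10), groEL (3.87), Synpcc7942_2468 (3.60), Synpcc7942_2220 (3.57), Synpcc7942_2224 (3.5), atp1 (3.08), groES (2.74), glgC (2.15), hliC (1.36), rbcL (1.30) and ccmK2 (0.96). The value at Synpcc7942_2225 holds the uneven Shade fall given above, with -7.06 in replicate 2.

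Among the 16 named RpaA peaks that passed, the pulse difference was negative at rpoD5 (-5.87), Synpcc7942_1327 (-5.36), digC (-5.20), Synpcc7942_1572 (-3.67), gap1 (-3.60), sigF2 (-3.15), oxdC (-2.72), rpoD6 (-2.69), Synpcc7942_2185 (-2.64), Synpcc7942_1567 (-2.21), Synpcc7942_0797 (-1.61) and psbAI (-1.41). It was positive at kaiB (1.52), Synpcc7942_1358 (1.46), Synpcc7942_1832 (1.31) and the peak of prxQ and cikA (1.17). Among the 15 named RpaB peaks that passed, it was negative at rpaC (-5.43), chlB (-4.14), Synpcc7942_1396 (-3.93), Synpcc7942_0768 (-3.40), gidB (-2.87), Synpcc7942_1042 (-2.50), rpoD6 (-2.26), sigF2 (-2.16), lrtA (-1.71), Synpcc7942_1254 (-1.63), Synpcc7942_2343 (-1.61), Synpcc7942_1567 (-1.33), psbAI (-0.99) and rpoD5 (-0.90), and positive at Synpcc7942_1117 (0.73). Centring raised each RpaA difference by 0.66 and each RpaB difference by 0.80. After it the difference no longer passed at psbAI for RpaA (-0.75), nor at psbAI (-0.19), rpoD5 (-0.10), Synpcc7942_1567 (-0.53) and Synpcc7942_1254 (-0.83) for RpaB.

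RpaB enrichment was lower at most peaks in High Light and higher at most peaks in Shade. After centring, which removes 1 scale factor per library, 25 RpaB peaks (11.5%) still passed at 60 min of High Light, which argues against such a factor as the whole cause. A smaller share of bound fragments over a common background would pull the highest peaks down most, and across peaks the High Light change rose with the enrichment in Clear Day (r = 0.22, permutation p = 0.00122) but fell with that at 60 min of Shade (r = -0.23, permutation p = 0.00075). Clear Day cells were already in bright light, which gives a positive r where light removes RpaB, as dim light gives a negative one, so this explanation stays open. The median shift itself, -0.43 at 60 min of High Light, with -0.40 and -0.44 in the replicates, stays open, because a common scale factor and a loss of RpaB from most sites cannot be told apart once both move every peak.

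RNAP at dusk targets fell in High Light and rose in Shade against other peaks. In 10000 sets of other RNAP peaks matched on enrichment in 5 bins, 95% of the means lay between -0.26 and 0.09 in High Light and between -0.40 and -0.0042 in Shade, while the dusk targets had -0.87 and 0.63, which argues against low enrichment as the cause. A few large changes do not carry the mean, since the dusk median lay below that of other peaks by a log2 difference of -0.75 and -0.71 in the replicates. That RNAP at dusk genes follows the light through the clock's regulators stays a hypothesis, since no strain without RpaA or RpaB was analysed here.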

How the results depend on the processing

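The alternative with 1 gene per distinct pair of peaks was chosen after the results were seen, and the others before. Counts below are changed peaks, with the reported count first. Where a count or call did not hold and no reason is given, the cause was not tested.

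Without the replicate block, which the labels' pairing supports, 15 of 18 counts moved by more than 1.5 times, each downward. RNAP counts went from 177 to 115 and 157 to 92 (15 and 60 min of High Light), 101 to 36 and 215 to 109 (Shade) and 30 to 7 (Clear Day against Low Light). RpaA counts went from 35 to 14, 30 to 6, 17 to 8 (15 min of Shade) and 21 to 7 (Clear Day). RpaB counts went from 88 to 22, 72 to 2, 18 to 5, 24 to 8, 14 to 0 (Clear Day, with 24 peaks at an unadjusted p under 0.05 in limma) and 70 to 19 (pulse difference). The spread between replicates that the block removes is then part of the error. The RpaA dusk difference in Shade, 0.49, passed without the block (adjusted p = 0.0445; over its alternatives the adjusted p ran from 0.0147 to 0.744). The block changed no other list call. Named peaks had 176 calls over the comparisons other than the pulse difference, each peak counted once per comparison. Of these calls 76 were lost without the block.

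Centring left 16 of 18 counts within 1.5 times. The RpaB counts went from 88 to 52 and from 72 to 25 in High Light, since centring removes the common shift. Similar counts did not always mean the same peaks. RpaA at 60 min of High Light went from 30 to 27, with 17 called in both in the same direction. The RpaB pulse difference went from 70 to 57 with 27 in common, and RpaB in Clear Day from 14 to 18 with 6. For RNAP at 60 min of Shade, 215 became 199 with 195 in common. Of the 176 calls of named peaks, 26 were lost and none reversed. With a pseudocount of 1, the Clear Day counts went from 30 to 49 (RNAP) and from 14 to 33 (RpaB). Of the calls of named peaks 1 was lost. The rule of 1.5-fold in both replicates gave 61 and 25 for these and 16 of 18 counts within 1.5 times. With the filter on mean enrichment, fewer peaks were tested, and RNAP counts were 106 and 97 in High Light, 137 at 60 min of Shade and 164 for the pulse difference. None of the 122 calls at named peaks that the filter kept was lost.

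With an estimated correlation 2 of 6 list calls, those for RNAP dusk targets, held. The RNAP dawn differences, 0.44 in High Light (adjusted p = 0.050) and -0.46 in Shade (adjusted p = 0.0594), no longer passed, nor did they with the filter, at 0.25 (adjusted p = 0.129) and -0.18 (adjusted p = 0.339). Over all alternatives their adjusted p ran from 0.00258 to 0.129 and from 0.00704 to 0.339. The RpaB dusk differences were -0.40 (adjusted p = 0.397) and 0.43 (adjusted p = 0.234) with an estimated correlation, and 0.29 (adjusted p = 0.0641) in Shade with the filter; their adjusted p ran from 0.000559 to 0.397 in High Light and from 0.000176 to 0.234 in Shade. The RNAP dusk calls held under each alternative.

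The RNAP median change at 60 min of High Light reversed from -0.05 to 0.019 with the filter, and in Shade it was -0.17 with a pseudocount of 1 and -0.26 with the filter. The RpaA median in Shade was 0.22 with the filter. The RpaB median was -0.38 in High Light with a pseudocount of 1, and in Shade 0.14 with that pseudocount and 0.15 with the filter. With replicate 1 or 2 alone, the medians at 60 min ran from -0.073 to -0.064 (RNAP, High Light), -0.21 to -0.20 (RNAP, Shade), -0.32 to -0.27 (RpaA, High Light), 0.28 to 0.38 (RpaA, Shade), -0.44 to -0.40 (RpaB, High Light) and 0.15 to 0.16 (RpaB, Shade). The correlation of RpaA with RpaB had the opposite sign with Spearman's rho, -0.018 in High Light and 0.072 in Shade, and was 0.14 over all shared target genes in Shade; none of these passed, but rho over all shared target genes did in Shade, at 0.38. The other 7 correlations with Spearman's rho and the other 5 over all shared target genes kept sign and call, as did all 6 with 1 gene per distinct pair of peaks, and each of the 3 overlap counts stayed within 1.5 times under both alternatives.

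Leaving out 1 library leaves a group with 1, assumed to vary like the others. It left 160 of 216 counts within 1.5 times and changed 332 of 2112 calls of named peaks, none to the opposite sign. The RNAP count at 60 min of High Light ran from 76 to 173 (84 without High Light 0 min replicate 2, 76 and 79 without 60 min replicates 1 and 2). At 15 min of Shade it ran from 27 to 121 (51 and 30 without Shade 0 min replicates 1 and 2, 60 and 27 without 15 min replicates 1 and 2), and at 60 min from 87 to 235 (114 and 87 without Shade 0 min replicates 1 and 2, 106 without 60 min replicate 2). For Clear Day it ran from 5 to 43 (7 without High Light 0 min replicate 2, 14 and 5 without Shade 0 min replicates 1 and 2, 15 without either High Light 60 min library, 18 without any Shade 15 or 60 min library).

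The RpaA count at 15 min of High Light ran from 19 to 35 (19 without 0 min replicate 2, 21 without 15 min replicate 1) and at 60 min from 9 to 29 (15 and 9 without 0 min replicates 1 and 2, 14 and 17 without 60 min replicates 1 and 2). In Shade it ran from 5 to 16 at 15 min (5 without 0 min replicate 2, 7 and 11 without 15 min replicates 1 and 2) and from 19 to 37 at 60 min (19 without 0 min or 60 min replicate 2). For Clear Day it ran from 6 to 21 (10 and 7 without High Light 0 min replicates 1 and 2, 6 without Shade 0 min replicate 2). The RpaA dusk difference in Shade ran from 0.33 to 0.65, and passed without Shade 0 min replicate 1 (adjusted p = 0.0147).

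The RpaB count at 15 min of High Light ran from 41 to 92 (48 without 0 min replicate 2, 41 without 15 min replicate 1) and at 60 min from 20 to 76 (20 without 0 min replicate 2, 35 and 34 without 60 min replicates 1 and 2). In Shade it ran from 4 to 36 at 15 min (36 and 4 without 0 min replicates 1 and 2, 4 without 15 min replicate 2) and from 11 to 35 at 60 min (11 without 0 min replicate 2, 15 and 13 without 60 min replicates 1 and 2). For Clear Day it ran from 0 to 39 (0 in limma without High Light 0 min replicate 1 or 2 or Shade 0 min replicate 2, with 60, 25 and 22 peaks at an unadjusted p under 0.05, 39 without Shade 0 min replicate 1, 9 without either Shade 15 min library, 25 without either Shade 60 min library). The pulse difference ran from 36 to 78 (36 without High Light 0 min replicate 2, 45 without High Light 60 min replicate 2, 42 without Shade 0 min replicate 2 or 60 min replicate 1). What the depth of single libraries limits was not analysed here.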

Other observations

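The test of RNAP at RpaB peaks was chosen before its result was seen, and the comparisons of 60 with 15 min were chosen after.

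If RNAP follows RpaB, RNAP may fall more in High Light where an RpaB peak lies over its own. The test left out RNAP peaks with a dusk target gene, so that these could not give the answer. Only 315 of the 451 RNAP peaks had a target gene, and peaks without one stayed in. Dusk-like promoters among those left could therefore still contribute. At 75 RNAP peaks that overlap an RpaB peak, the mean High Light change at 60 min was -0.44 against 0.02 at 297 others, a difference of -0.46 (permutation p = 5e-05, with -0.53 and -0.38 in the replicates). In Shade the means were 0.08 and -0.28, a difference of 0.36 (permutation p = 0.00336, with 0.37 and 0.35 in the replicates). Peaks are not independent replicates, and the test does not tell a direct effect of RpaB from a property shared by these promoters.

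From 15 to 60 min, 17 RNAP peaks rose and 4 fell in High Light, and 9 rose and 9 fell in Shade. After centring these were 12 and 4, and 11 and 5. For RpaA, 12 rose and 1 fell in Shade, and 0 changed in High Light in limma, with 26 peaks at an unadjusted p under 0.05. For RpaB, 4 rose in High Light and 1 in Shade.

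The RNAP peaks numbered 1 and 451 overlap at the ends of the numbering and hold identical values in 6 of 12 libraries, as do the RpaB peaks 158 and 159. All 4 were kept in each count.

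RpaA upstream of kaiB fell by 1.11 on the log2 scale at 60 min of Shade. For the Shade pulse, that differs from the description quoted from the study above. The fall did not pass in limma with no replicate block (adjusted p = 0.0771). In High Light the change at kaiB did not pass as deposited.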
